A study of Mus musculus with 6 samples. Its data were reported in "Integrative analysis of the 3D genome structure reveals that CTCF maintains the properties of mouse female germline stem cells" (2022).

How the data were processed

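RNA-seq of cultured mouse cells, described by the study as female germline stem cells (FGSCs), was compared between a control group and a group with short hairpin RNA (shRNA) knockdown of CTCF (shCTCF). CTCF is a DNA-binding protein that helps to fold chromatin into loops and domains, and an shRNA is a small hairpin transcript, here delivered with a lentivirus, that is processed to silence the mRNA it matches. The cells were of strain C57BL/6, at more than 20 passages, and per the labels they were grown on a layer of inactivated STO fibroblast feeder cells. The labels placed 3 samples in each group and numbered the replicates from 1 to 3 in both groups. All 6 samples were used and none was left out.

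Reads of stranded mRNA libraries were trimmed and aligned by the authors to the mouse genome build mm9 with HISAT2. The deposited counts were made by the authors with featureCounts from the alignments, as whole numbers of fragments per RefSeq transcript accession, without use of the strand and without normalization. With the settings in the file header, a fragment that overlapped exons of more than 1 accession was not assigned to any. Genes with overlapping transcript accessions could therefore lose nearly all of their counts. The count table held 41388 accessions. The FPKM values (fragments scaled to transcript length in kilobases and to the number of mapped fragments) were calculated by the authors with Cufflinks and RefSeq annotation and were normalized for sequencing depth. The FPKM table held 41876 rows, and 337 accessions were listed at more than 1 locus. No value column of either table was left without a sample (0 columns in each).

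Accessions were given gene symbols with an NCBI RefSeq gene table of assembly GRCm38.p6, which was used for names only. A symbol was found for 41186 accessions of the count table and 41685 rows of the FPKM table, and unmatched accessions held at most 0.603% of the counts of a sample. Counts and FPKM were summed over the accessions of each symbol, which gave 24813 symbols with counts and 24732 with FPKM. Coordinates are those of mm9 in the count table, counted from 1. The exon ends of 21 chromosomes lay within the sequences of the reference genome used here, which is the same build (NCBIM37), and the shRNA target and the GC content of exons were read from that reference.

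Genes were tested on counts with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr, R 4.3.3). Genes with a mean of at least 1 FPKM were also tested on log2(FPKM + 1) with limma 3.58.1 (lmFit, eBayes with trend), and a fold change from that test is on the log2(FPKM + 1) scale, which understates the change of low genes. The p-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, and 0.05 was the threshold. Ctcf had been planned for the test on counts, but it had 0 counts in all samples and was therefore tested on FPKM. Gene sets were tested with camera (limma, inter-gene correlation 0.01) when at least 5 of their genes were tested, with adjustment over the sets. The mean log2 fold change given for a set is the mean of its genes minus that of the other genes tested. The gene lists, the study genes, the tests, the first set of alternatives and the rule for the genes named in the text were chosen before the data were examined. By that rule the named genes were the 5 that rose most and the 5 that fell most by log2 fold change, among genes with an adjusted p under 0.05, no overlap between the values of the groups and at least 5 CPM (counts scaled to the library size after TMM normalization) in the mean of the higher group, together with Ctcf, the study genes and 8 FGSC markers.

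Total counts per sample lay between 1686052 and 7044272. A floor of 3 counts, which is the smallest value treated as detected, corresponded to between 0.426 and 1.779 CPM of the total counts. Floors cover counting error only, since PCR copies of a fragment were not told apart. A fold change against a group whose samples were all at or under the floor is given as a lower bound.

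Replicates were compared by a chi-square test of their counts over accessions with at least 20 counts in the pair. The labels give the same replicate numbers to both groups, and this is the only source of a pairing. The fit without the pairing was the planned one because no pairing is described in the study's methods, and the fit with the replicate number as a block was an alternative. Other alternatives were other filters on low values, other scalings between samples, DESeq2 1.42.0 in place of edgeR, limma without the trend, other pseudocounts for FPKM, the row with the highest mean in place of the sum over accessions, the other deposited table, the fry test of gene sets, gene sets without their most changed gene, and the omission of each replicate in turn. Alternatives added after the data had been seen were genes with 1 accession only, counts thinned to the smallest library, scaling by library size only, and a correction for GC content (lowess span 0.3) with and without the replicate block.

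The tests were tested on simulated data made from the means and library sizes of the real samples with 200 genes changed by known factors. edgeR recovered 167 of the 195 changed genes that passed its filter (85.6%), with 8 false calls among its positives (4.6%). With the replicate block it recovered 166, and DESeq2 recovered 152. limma on simulated FPKM recovered 157 of 183 (85.8%), and its estimates were compressed to a slope of 0.873 against the true log2 fold changes, compared with 0.994 for edgeR. In the simulated data camera gave p values of 4.9e-35 for a list of 20 raised genes and 0.0618 for a list of 20 unchanged genes. Only 200 genes were changed in the simulation, while 5074 of 7341 were called in the real data. The simulation held no GC trend between samples, and its FPKM were computed from the simulated counts. These rates therefore do not show how the tests behave when most genes change. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pyfaidx 0.9.0.4 and matplotlib 3.10.9 was used for tables, sequence matching and plots.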

Results

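The expression of genes was measured by RNA-seq in cells described by the study as FGSCs, which are stem cells of the female germline kept in culture. There were 3 control samples and 3 samples after knockdown of CTCF. The germline and blood-cell markers given further below leave the source of the RNA uncertain. The total counts of the controls were 6563978, 1686052 and 7044272 fragments for replicates 1, 2 and 3, and those of the shCTCF group were 5884648, 5322636 and 6785373. Control replicate 2 had the smallest library, so that 3 counts corresponded to 1.78 CPM (counts scaled to the total of the library) in it, compared with 0.426 to 0.564 in the other samples. Between 9639 and 9937 genes had at least 1 FPKM in a sample.

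All replicates of a group differed by more than counting noise. The chi-square per degree of freedom was 2.83 between control replicates 1 and 3, and it was 8.17 and 7.47 between control replicate 2 and these. Within the shCTCF group it was between 2.07 and 3.86. No pair agreed within sampling noise, so none was counted as 1 library, and the 6 samples were taken as separate ones as the labels give them. Differences of library preparation also exceed counting noise and are not told apart from those between cultures by this test. Between the groups it was between 93.0 and 211.55, far above the values within groups.

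The first comparison asked whether the targeted mRNA was reduced. The shRNA target GCGAAAGCAGCATTCCTAT (19 nt) matched Ctcf on the + strand of mm9 chromosome 8, from 108198779 to 108198797. This site is in exon 8 of the 12 exons of the transcript, at transcript positions 1636 to 1654, within the coding sequence that runs from 269 to 2479. Ctcf itself lies on chromosome 8 from 108160438 to 108206822. Its FPKM was 58.2, 56.1 and 53.5 in the controls and 0.74, 0.55 and 0.629 in the shCTCF group. The mean was 55.9 ± 2.34 FPKM (SD, n = 3) in the control and 0.64 ± 0.096 FPKM (SD, n = 3) in the shCTCF group, which was 98.9% lower. The log2 fold change on the log2(FPKM + 1) scale was -5.12 with a standard error of 0.09, and the adjusted p of limma was 1.1e-08. An exact two-sided permutation test of the 3 against 3 values gave p = 0.1, the smallest p this design allows. The alternative that moved the estimate most was a pseudocount of 0.01, with -6.44. With the replicate block the estimate was -5.12. The count table held 0 counts for Ctcf in all 6 samples and therefore gave no second measurement. Overlap of its 2 transcript accessions is a candidate cause, which was not tested for this gene.

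The next comparison asked which genes changed after CTCF knockdown. Differences between the groups may also hold effects of the lentivirus, the hairpin or the puromycin selection, as said further below. Of 7341 genes tested on counts with edgeR, 5074 had an adjusted p under 0.05, of which 2553 were higher and 2521 were lower in the shCTCF group. With a change of at least 2-fold in addition, 2403 genes remained, 1375 higher and 1028 lower, and with scaling by library size only this balance turned to 1164 higher and 1326 lower. The number of genes with at least 2-fold change was moved most by a filter at a mean of 5 FPKM, with 1498 genes. The median log2 fold change of all genes tested was -0.02. The alternative that moved the number of genes most was the FPKM table. On FPKM, 7281 of 9976 genes had an adjusted p under 0.05 with limma, of which 2876 were higher (39.5%) and 4405 lower, compared with 50.3% higher on counts. Of these genes on FPKM, 2615 changed at least 2-fold, 1129 higher and 1486 lower. This balance turned to 1392 higher and 1070 lower when each sample was scaled to the same median. With pseudocounts of 0.1 and 0.01, 3102 and 3140 genes on FPKM changed at least 2-fold. On the ratio of group means without pseudocount 3160 genes did. With the replicate block, 4889 genes on counts had an adjusted p under 0.05, and 2378 of them changed at least 2-fold. On FPKM the block gave 7137 genes and 2620 with at least 2-fold change. Deviations of same-numbered samples from their group means had a mean correlation of 0.0096 across genes (from -0.0114 to 0.0252 over the 3 pairs), and those of samples with different numbers had a mean of -0.0047, so that the numbers showed no shared deviation. Genes are not independent replicates in these correlations.

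**Figure D1:**
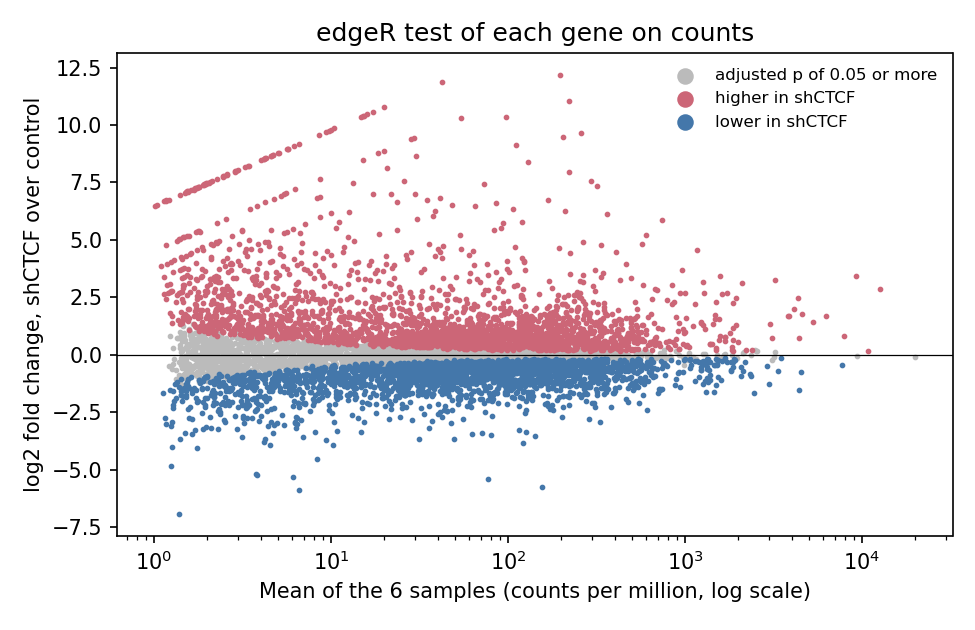
Each point is a gene tested on counts with edgeR, with its mean over the 6 samples in CPM (log scale) on the horizontal axis and its log2 fold change, shCTCF over control, on the vertical axis. Red points are the 2553 genes that were higher and blue points the 2521 genes that were lower in shCTCF with an adjusted p under 0.05, grey points are the other genes, and the lines of red points at the upper left are genes with almost no counts in the controls.

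Counts and FPKM were compared over the 6482 genes tested in both. Their log2 fold changes had a Pearson correlation of 0.891 across genes, and of 0.91 over the 5192 genes with 1 accession. An adjusted p under 0.05 on counts as well as on FPKM was found for 4035 genes, of which 4008 changed in the same direction and 27 in opposite directions.

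Among the genes that rose most, Gm4847 (mm9 chromosome 1, 168559102 to 168577824) had 1, 0 and 0 counts in the controls and 2555, 1724 and 2352 in the shCTCF group, at least 220-fold higher. Nts (chromosome 10, 101944390 to 101953052) had 1, 0 and 2 counts in the controls and 2530, 2129 and 2776 in the shCTCF group, at least 246.5-fold higher. Fabp4 (chromosome 3, 10204343 to 10208616) and Oas1a (chromosome 5, 121346266 to 121357534) had 0 counts in every control and were at least 22.2-fold and 19.4-fold higher. Tgtp2 (chromosome 11, 48798831 to 48877714) was at least 47.6-fold higher, which is uncertain because its exons overlap those of Tgtp1. The edgeR adjusted p of these 5 genes lay between 1.6e-12 and 8.6e-09, and each was higher in all 3 shCTCF samples than in every control. The same direction was found for all 5 on FPKM.

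Among the genes that fell most, Ctsg (chromosome 14, 56718722 to 56721411) went from 307 ± 29.0 CPM (SD, n = 3) in the control to 5.62 ± 0.204 (SD, n = 3) in the shCTCF group. Its log2 fold change was -5.76 with a standard error of 0.12 and an edgeR adjusted p of 4.4e-12. Six5 (chromosome 7, 19679893 to 19683694) and Mrgpra9 (chromosome 7, 54490289 to 54508218) were at or under the floor of 3 counts in the shCTCF group and were at least 22.96-fold and 13.2-fold lower, with adjusted p of 5.9e-07 and 3.3e-07. Ankrd37 (chromosome 8, 47082262 to 47085204) had a log2 fold change of -5.41 with an adjusted p of 2.8e-11, and it was listed at 0 FPKM in all 3 shCTCF samples. Aldh5a1 (chromosome 13, 24999448 to 25029530) was at least 21-fold lower, with an adjusted p of 1.1e-06. The values of Ankrd37 and Aldh5a1 are uncertain because their exons overlap those of other genes and the counting did not use the strand.

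The study genes were the genes measured by qRT-PCR in the study or named in it for this comparison. They asked whether genes of germ cell differentiation and of cohesin, the ring complex that acts with CTCF in loop formation, changed with the knockdown. Of the 8 genes 7 were tested, and 7 had an adjusted p under 0.05, both with adjustment over the list alone and over all genes, and on counts as well as on FPKM. The study named Smc1a, Smc3 and Rad21 as lowered after the knockdown, and it measured Hspa1b, Majin and Notch2 to check its RNA-seq data. Such genes may have been picked from these same data, so this number is no independent test. Of all genes tested on counts, 5074 of 7341 were past the same threshold. With the replicate block 7 genes were also past the threshold. Of the alternatives run on counts, only the filters on low values moved this number, with 6 genes when a mean of at least 5 FPKM was required and 8 genes, Majin included, without a filter. The call for Majin rests on counts near the floor and is uncertain.

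Meikin (chromosome 11, 54184154 to 54240292) and Prdm9 (chromosome 17, 15680043 to 15700287) were upregulated. Meikin went from 37.7 ± 10.9 CPM in the control to 85.9 ± 7.65 in the shCTCF group (SD, n = 3 each), with a log2 fold change of 1.10, a standard error of 0.15 and an edgeR adjusted p of 3.9e-05. Prdm9 went from 17.9 ± 3.94 to 39.1 ± 1.47 CPM (SD, n = 3 each), with a log2 fold change of 1.04, a standard error of 0.14 and an edgeR adjusted p of 3.3e-05. Hspa1b (chromosome 17, 35093374 to 35096183) went from 174 ± 3.84 to 1213 ± 239 CPM (SD, n = 3 each), with a log2 fold change of 2.80, a standard error of 0.13 and an edgeR adjusted p of 2.0e-09. Its value is uncertain because the near-identical gene Hspa1a may share fragments with it, which was not tested. Majin (chromosome 19, 6184410 to 6224219) had 0 counts in every control and 3, 3 and 8 counts in the shCTCF group, which was under the filter of the test. Without the filter its edgeR adjusted p was 0.00412 on counts, and its limma adjusted p was 0.053 on FPKM. The fit without the filter gave much smaller p at nearly the same fold changes. For Prdm9 the edgeR adjusted p was 2.5e-11 in it, compared with 3.3e-05 with the filter. Majin was at the floor of 3 counts in shCTCF replicates 1 and 2, so its change is uncertain.

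Notch2 (chromosome 3, 97817461 to 97954290) was downregulated, from 506 ± 52.1 to 183 ± 8.27 CPM (SD, n = 3 each). Its log2 fold change was -1.46 with a standard error of 0.09 and an edgeR adjusted p of 2.2e-08. The cohesin genes Smc1a (chromosome X, 148450971 to 148496516), Smc3 (chromosome 19, 53674886 to 53720321) and Rad21 (chromosome 15, 51794150 to 51823306) were downregulated too. The log2 fold change was -1.02 for Smc1a, -0.93 for Smc3 and -1.29 for Rad21, with standard errors of 0.08, 0.09 and 0.07 and edgeR adjusted p of 3.6e-07, 1.4e-06 and 6.8e-09. For all 7 genes the 3 shCTCF values lay on one side of the 3 control values.

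**Figure D2:**
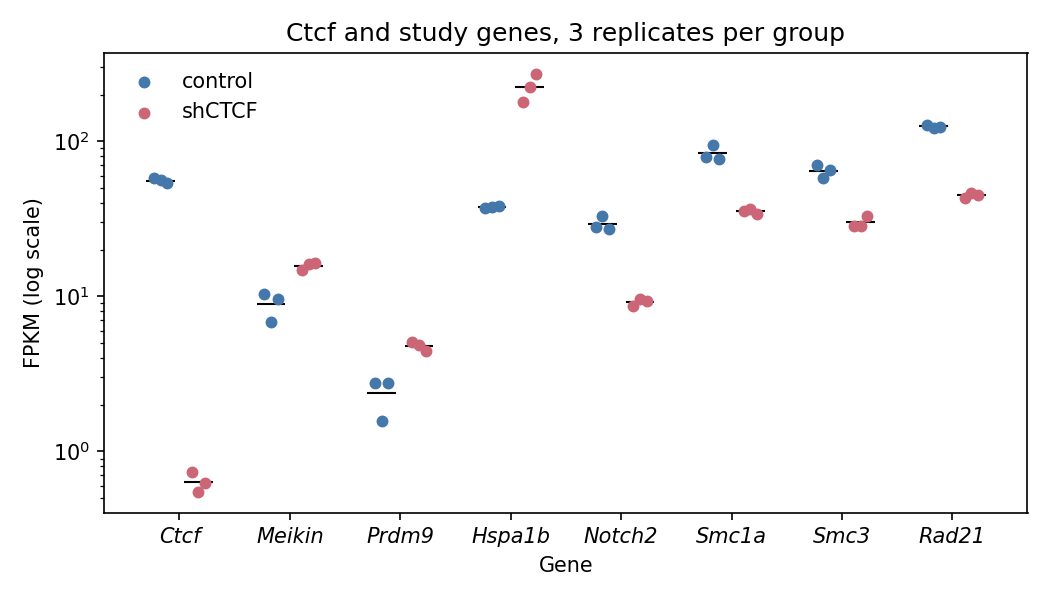
FPKM on a log axis for Ctcf and 7 study genes, with a point for each of the 3 replicates of the control (blue) and shCTCF (red) group and a bar at the group mean. Ctcf went from a mean of 55.9 to 0.64 FPKM, Meikin, Prdm9 and Hspa1b were higher in every shCTCF sample than in every control, and Notch2, Smc1a, Smc3 and Rad21 were lower.

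Genes listed here as markers of FGSCs were examined in both groups. Of these, Etv5 and Zbtb16 (Plzf in the study) were reported there for spermatogonial stem cells, and not among the genes found in FGSCs. Ddx4, Pou5f1, Dppa3, Gfra1 and Dazl had at most 1 count in any sample. Their FPKM values were listed at 0 in every control, and the highest value in the shCTCF group was 0.182 FPKM, for Ddx4. The study, in contrast, reported these genes and Ifitm3 in its cultured FGSCs by RT-PCR. It also found MVH, the protein of Ddx4, by immunofluorescence. Whether those were the same cultures as the ones sequenced here is not stated. Etv5 was nearly without counts and was tested on FPKM, where it went from 17.3 ± 0.569 to 14.2 ± 0.194 FPKM (SD, n = 3 each), with a log2 fold change of -0.27, a standard error of 0.07 and a limma adjusted p of 0.00958. This call was lost under quantile normalization, with -0.09 and an adjusted p of 0.303, and when each sample was scaled to the same median, with -0.09 and an adjusted p of 0.272. Zbtb16 went from 1.56 ± 0.422 to 0.288 ± 0.006 FPKM (SD, n = 3 each) and was under the filters of both tests. Ifitm3 went from 0.746 ± 0.654 to 13.4 ± 0.406 CPM (SD, n = 3 each), with a log2 fold change of 3.73, a standard error of 0.32 and an edgeR adjusted p of 6.8e-07. This rise alone does not show a gain of germline expression, since Ddx4, Pou5f1, Dppa3, Gfra1 and Dazl stayed near 0. All 17 interferon response genes tested on counts rose in the same samples.

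Gene sets asked whether genes of one process changed together relative to the other genes tested. On counts 8 sets were tested with camera and 5 had an adjusted p under 0.05. The mean log2 fold change relative to the other genes was -1.69 for 23 mitosis genes, of which 0 were higher in shCTCF (adjusted p 1.1e-08). It was 6.92 for 17 interferon response genes, all of which were higher (adjusted p 1.6e-10), and 6 of these were at or under the floor in every control, so that their fold changes are not exact. It was 1.29 for 14 p53 target genes, of which 12 were higher (adjusted p 0.00176). It was 2.78 for 7 genes of female gonad development, which were those that passed the filter among 34 listed (adjusted p 0.0037). All 7 were higher, and 1 was at or under the floor in every control. It was 1.93 for 10 fibroblast genes, which were those that passed the filter among 32 listed as markers of the feeder layer, and all of these were higher (adjusted p 0.00176). A gene without counts in the controls passes the filter only if it rose, so the filter can raise the share of higher genes in such sets. Without the filter on low values the mean was 0.15 for the fibroblast set (adjusted p 0.0356) and 0.93 for the female gonad set (adjusted p 0.0264). It was 0.70 for the p53 target set (adjusted p 0.00744), so that the size of these changes depended on the filter. The interferon and mitosis sets had 5.76 and -1.75 without the filter. No difference from the other genes was detected for cohesin (10 genes, -0.58, adjusted p 0.158), DNA replication (27 genes, -0.48, adjusted p 0.201) or stem cell maintenance (15 genes, -0.10, adjusted p 0.982). For cohesin this depended on the filter, since without it the set had -0.92 and an adjusted p of 0.0474. With the replicate block the same number of sets, 5, had an adjusted p under 0.05.

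The number of gene sets on counts was moved most by the FPKM table and by the fry test, which asks whether a set changed at all. With fry, 7 of 8 sets on counts had an adjusted p under 0.05. On FPKM, 3 of 9 sets had an adjusted p under 0.05 with camera. These were mitosis (40 genes, -1.37, adjusted p 2.2e-09), interferon response (24 genes, 4.45, adjusted p 7.3e-18) and p53 targets (19 genes, 1.42, adjusted p 7.4e-06). The female gonad set had 0.63 on FPKM (8 genes, adjusted p 0.401) and the fibroblast set 0.55 (11 genes, adjusted p 0.383), so that these sets were not past the threshold there. The fibroblast set passed it with 1.06 (adjusted p 0.0265) when the row with the highest mean of each gene was kept, which gave 4 sets on FPKM. Meiosis was tested on FPKM only (5 genes, 0.35, adjusted p 0.47). Its mean lay between 0.088 and 0.1006 with 1 shCTCF replicate left out, and between 0.2421 and 0.4258 with 1 control left out. With the replicate block 3 sets on FPKM had an adjusted p under 0.05. The FGSC markers, Y-linked genes and protocadherins had too few genes for a test on either table.

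**Figure D3:**
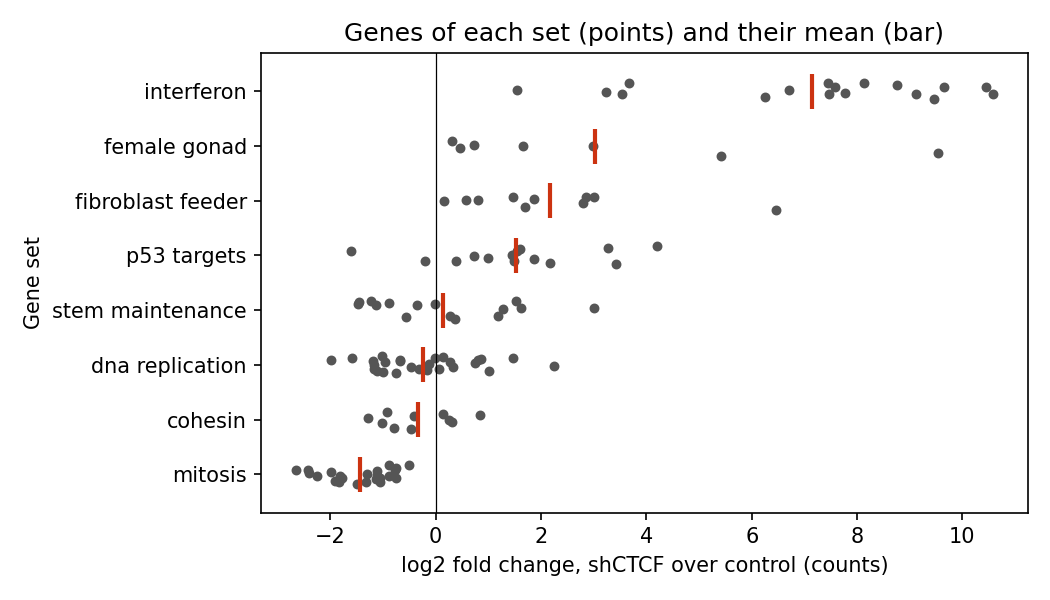
Each point is a gene of the set named on the vertical axis, with its log2 fold change on counts, shCTCF over control, on the horizontal axis, and the red bar is the mean of the set before subtraction of the other genes. All 17 interferon response genes lie above 0, and all 23 mitosis genes lie below 0.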

Values the study reported

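The study reported 2255 upregulated genes and 3321 downregulated genes in the CTCF knockdown group. The criterion for a changed gene was not stated with these numbers.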

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

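All tests of this part were planned except the alternatives said below to have been chosen after the data were seen. Across the numbers of genes, study genes and gene sets past the threshold and the change of Ctcf, 134 of 137 comparisons with an alternative stayed within 1.5 times the value in the report or kept their direction and their side of the threshold. The 3 others were as follows. With genes of a mean of at least 5 FPKM, 1498 genes changed at least 2-fold on counts, compared with 2403. On the FPKM table, 3 gene sets were past the threshold in place of 5. With the fry test, which asks whether a set changed at all and not whether it changed more than other genes, 8 sets on FPKM were past the threshold in place of 3. The cause was not tested for any of them.

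Among 643 comparisons of single genes and gene sets, 628 kept their direction and side of the threshold, 9 passed the threshold in addition, 4 lost it and 2 reversed. The 2 that reversed were not past the threshold under either setting. The stem cell maintenance set on counts had 0.0908 with genes of a mean of at least 5 FPKM (adjusted p 0.922), and the fibroblast set on FPKM had -0.0409 with a pseudocount of 0.01 (adjusted p 0.502). The cause was not tested.

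Across the 6 fits that each left out one replicate, between 4610 and 5662 genes on counts had an adjusted p under 0.05, and between 2399 and 2591 of them changed at least 2-fold. On FPKM these ranges were 6577 to 7919 and 2536 to 2694. Between 48 and 556 of the 5074 genes on counts lost their call, and 0 changed sign among those with a call in both fits. The number of study genes stayed at 7, the gene sets stayed at 5 on counts and 3 on FPKM, and the log2 fold change of Ctcf lay between -5.16 and -5.08.

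Scaling by library size only, chosen after the data were seen, moved the median log2 fold change of all genes on counts from -0.02 to -0.19 and the share of higher genes among 5226 calls from 50.3% to 41.5% (2167 higher and 3059 lower). On FPKM the median was -0.17, and scaling each sample to the same median moved the share of higher genes from 39.5% to 49.1% (3481 higher and 3606 lower). Among genes with at least 2-fold change the balance turned too, from 1375 higher and 1028 lower to 1164 higher and 1326 lower on counts with library size only, and from 1129 higher and 1486 lower to 1392 higher and 1070 lower on FPKM with the same median. The balance of higher and lower genes therefore depended on the scaling, and the directions of changes near the size of these shifts hold only relative to it. The other alternatives chosen after the data were seen gave 4415 genes with 1 accession only, 3844 with counts thinned to the smallest library, 5371 with the GC correction and 5269 with the GC correction and the replicate block. Quantile normalization and other pseudocounts were run on FPKM only. Depth limited which genes could be tested, since with all samples thinned to the 1686052 fragments of control replicate 2, 5889 genes passed the filter, compared with 7341.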

Other observations

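The tests of a few strongly changed interferon genes, of failed FPKM estimates, of a small admixture of blood-lineage cells and of unassigned fragments, and the sizes of the shifts under GC correction and scaling, were chosen only after the result was seen, and the lineage marker lists were written after some of their genes had been looked at.

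Other splits of the 6 samples were fitted in the same way. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many genes with an adjusted p under 0.05, and the same held for genes with at least 2-fold change, for study genes, for gene sets and for genes on FPKM (1 of 4 each). With 4 splits no smaller share can be reached, so the grouping could not be told apart from chance by this test alone. The other 3 of these splits gave 0 genes with an adjusted p under 0.05 on either table, and between 10 and 55 genes with an unadjusted p under 0.05 on counts. The 6 splits that part 1 pair also gave 0 genes, with 4 to 86 at an unadjusted p under 0.05. Each of these mixed splits sets a group of 2 samples of one kind and 1 of the other against its mirror, and so keeps a part of the difference between the groups. The difference between control and shCTCF then also lies within each mixed group and widens its spread. The 0 genes were therefore largely fixed by the design and do not measure the noise. The gene set test gave 2 to 4 sets in the 3 comparable mixed splits, and 1 of the splits that part 1 pair gave 5 sets, as many as the real split. The number of gene sets past the threshold is therefore a weak measure of the grouping here.

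With at least 2-fold change, 1375 genes were higher and 1028 lower on counts, and 1129 were higher and 1486 lower on FPKM. All of these are lower than the numbers quoted from the study above, and so are the 1325 higher and 1815 lower genes on FPKM with a pseudocount of 0.01. Without the fold criterion, 2553 genes were higher and 2521 lower on counts, and 2876 were higher and 4405 lower on FPKM. Of these, the number of lower genes on counts is below the number quoted and the others are above it, and on FPKM the lower genes outnumber the higher ones, as in the study. This balance on either table depended on the scaling between samples, with 3481 higher and 3606 lower on FPKM when each sample was scaled to the same median.

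Control replicate 2 stood apart from the other controls. Its deviation from them correlated with the GC content of exons across 7334 genes, with a Spearman rho of 0.499, so that a difference in GC bias between the libraries may be the source of a part of it. Lower depth did not account for it, since after controls 1 and 3 were thinned to its total, the chi-square per degree of freedom between controls 1 and 2 was 6.52, which was 4.2 times the 1.55 between controls 1 and 3. No biological explanation was tested, because the design gives no group within the controls. A GC correction did not remove the changes between the groups, with 5371 genes past the threshold compared with 5074.

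The rise of interferon response genes had the largest mean of the gene sets tested on either table. Isg15 went from 5.41, 4.3 and 2.64 FPKM in the controls to 266, 278 and 275 FPKM in the shCTCF group. With the GC correction the set kept a share of 0.999 of its mean relative to other genes, but the correction hardly moved its genes, by at most 0.049 on the log2 scale, and this share alone says little. The correction moved no gene tested by more than 0.393, so the GC trends found between the samples were too small to account for a mean of 7.14. The median of its genes was 1.061 times their mean, so that a few genes did not carry it. With library size only it kept a share of 1.003, but this test is fixed in part by the comparison with other genes and does not decide it. The scalings tried on counts moved the genes of the set by at most 0.168, so they do not account for the mean of 7.14 either. One hypothesis is that the cells responded to the lentivirus or to the hairpin RNA, and another is that they responded to the loss of CTCF. These may both apply, and the 6 samples hold no group that separates them. The study's methods do not state whether the control cells received a control lentivirus or hairpin. Infected cells were selected with puromycin, and whether the control cells received it is not stated either. Effects of the virus, the hairpin or the drug are therefore not told apart from loss of CTCF for any difference between the groups.

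Germline markers were low and markers of blood cells were high in the controls. Of 19 germline markers with FPKM values 1 reached 1 FPKM, and their median percentile among all genes was 23.2. Etv5, Meikin, Prdm9 and Zbtb16 were not in this list and had control means of 17.3, 8.9, 2.4 and 1.56 FPKM. Ifitm3 and Majin, also not in it, had 0.737 and 0 FPKM. Of 18 pan-haematopoietic markers (genes of most blood cells) whose values had not been looked at before, 18 reached 1 FPKM, with a median of 55.2 FPKM and a median percentile of 94.0. In the shCTCF group the median of these 18 was 56.0 FPKM. Mast cell markers were mixed. Of all 23, 16 reached 1 FPKM, with a median of 17.3 FPKM and a median percentile of 82.3, while Fcer1a and Tpsb2 were listed at 0 FPKM in every control. Of the 13 not looked at before, 10 reached 1 FPKM, with a median percentile of 95.1. The lists for T cells, B cells, neurons, epithelium, granulosa and stroma, fibroblasts and erythroid cells had median percentiles of at most 50.9. Failed FPKM estimates were examined as a technical source, since 25 genes with 1 accession had at least 100 counts and an FPKM of 0 in control replicate 1. The 10 germline markers with 1 accession and under 1 FPKM had a median of 0 counts over the 3 controls, which goes against that explanation for these markers as a set. Among them Dnd1 had 12, 1 and 5 counts in the controls at 0 FPKM, so a failed estimate remains possible for it. Germline markers with more than 1 accession were not covered by this test. For a small admixture of blood-lineage cells among germline cells, germline markers at or above the blood markers would be foreseen. The percentile of all 19 germline markers (23.2) is that of the pattern itself and does not decide it. Of 8 germline markers whose values had not been looked at before, 1 reached 1 FPKM in the controls, with a median of 0 FPKM and a median percentile of 23.2. The 18 blood markers not looked at before had a median of 55.2 FPKM and a median percentile of 94.0. For these markers the values argue against a small admixture. One hypothesis is that RNA of both groups may come in part or largely from cells of a blood lineage, whose share could not be told from these tests, and a mix-up of samples or of cultures was not tested. Apart from these tests of the source of the RNA, no biological explanation was tested, because the design gives no group that bears on it.

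Xist, the RNA of the inactive X chromosome, had 0 counts in every control and 1, 1 and 0 counts in the shCTCF group. The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y had 0 counts and were listed at 0 FPKM in all 6 samples.

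Many genes with a clear FPKM value had few counts. Of 3801 genes with at least 2 accessions and a mean of at least 5 FPKM, 1819 (47.9%) had under 10 counts over all 6 samples, compared with 34 of 4090 genes with 1 accession (0.8%). This is consistent with the rule that fragments overlapping several accessions were not assigned, and the comparison on counts therefore covers genes with 1 accession more fully. No biological explanation was tested for it.

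Neighbouring genes changed together to a small extent. Over 6750 pairs of adjacent genes the Spearman rho of their log2 fold changes was 0.065, and 0 of 1000 shuffles of gene order within chromosomes were as high, with a highest value of 0.041. After regression on GC content, length and mean expression the correlation kept a share of 1.095 of its value. A candidate explanation is that adjacent genes share regulation that responds to the knockdown, which is a hypothesis found and tested on the same data, and fragments shared between overlapping neighbours were not tested.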
